A study of Mytilus galloprovincialis with 16 samples. Its data were reported in "Gene Expression Rhythms in the Mussel Mytilus galloprovincialis (Lam.) across an Annual Cycle" (2011).

How the data were processed

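Relative mRNA abundance was measured with dual-colour cDNA microarrays in the mantle of male mussels at 4 stages of gonad development. On each of the 16 arrays RNA from a mussel of one stage was hybridised against RNA from a mussel of another stage, in a loop of 4 pairs of stages (stage 2 against 1, 3 against 2, 4 against 3 and 4 against 1) with 4 arrays per pair. The later stage was labelled with Cy5 on 2 arrays of each pair and with Cy3 on the other 2, per the labels, and the direction of every ratio was taken from these dyes. Groups and replicate numbers were taken from the sample titles. On 1 array (Stage3/Stage2 replicate 1) the labels give different sampling months for the same channel in separate fields, and the stage of the title was used.

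The authors scanned the slides and quantified the images with GenePix, and the scanner files they deposited hold the raw intensity of each spot and of its local background in both dyes. Each array had 4560 spots in 16 blocks of 285. Of these, 3840 spots carried 1920 clones in duplicate, 112 were alignment spots and 608 were blank. The series value table that the authors deposited holds log2 ratios per spot. Set against the scanner values after normexp correction and loess over the array, its columns had slopes of 0.965 to 1.01 and correlations of 0.982 to 0.999 across clone spots when read as the later over the earlier stage on a log2 scale. Its column medians over clone spots lay between -0.042 and 0.05, so scale, centring and direction were settled by this comparison. The submitters' processing notes name limma. The methods describe offset background subtraction, loess normalization, least squares and moderated statistics with a log odds (B) above 0 as threshold.

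In the processing used here, background was corrected with normexp (offset 50) on foreground means and background medians, since the scanner files used here hold no foreground medians, and ratios were normalized by print-tip loess in limma 3.58.1 (R 4.3.3). Alignment and blank spots had weight 0 in the loess and were left out of the tests. The duplicate spots of a clone were averaged after normalization, and arrays were not scaled against each other. A linear model with stages 2, 3 and 4 relative to stage 1 was fitted to all 16 arrays (13 residual degrees of freedom), followed by empirical Bayes moderation (prior degrees of freedom 3.24) and Benjamini-Hochberg adjustment over 1920 clones. A clone was called changed at a two-sided limma adjusted p below 0.05. Changes at any stage were tested with the moderated F statistic. Errors of fitted changes are standard errors of the model, and errors of direct ratios are SDs over 4 arrays. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15).

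A spot was taken as well above background when its foreground exceeded the background median by more than 2 background SDs, and a clone when at least 1 of its spots did. By this measure 23.9% to 80.9% of the clones per array were well above background in Cy5 and 24.2% to 67.6% in Cy3, against 0% to 0.658% of the blank spots in either dye. No spot reached the saturation level of 65535. The number of arrays limits the precision of every value.

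The files and tables used here pair the clones with no gene, so no gene is named. The gene lists fixed before the data were examined could not be applied, and neither could the gene-based part of the rule for named genes. Its remaining part was used: at most 2 clones that rose and 2 that fell, taken by the largest log2 change among called clones over all 5 comparisons, with the same sign on all 4 arrays of the pair where the comparison was hybridised directly. This gave 3 clones, since 1 clone had both the largest rise and the largest fall. That these limits hold over all comparisons, not for each, was settled after the largest changes had been seen.

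The labels give single individuals and 4 biological replicates, but not which animals, if any, were used on more than 1 array, so that between 16 and 32 animals may stand behind the arrays. Adjusted p-values measure the spread between these arrays, which the model takes as independent. If arrays shared animals, or animals differed between pairs of stages, these p-values need not measure the spread between animals. The model assumes that the 4 pairs of stages add up around the loop. This was tested, by a choice made after the data had been seen, with a second model in which each pair of stages had its own mean, by comparing stage 3 with stage 1 through stage 2 and through stage 4. Counts of clones called in 2 comparisons that share arrays were set against independent lists and against estimates that share no array, and the covariance of the changes was set against 100 simulations of unchanged clones.

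The fit was tested on simulated data for stage 3 vs stage 1 over 1920 clones, with 200 clones changed and the residual SD of each real clone. Of the changed clones, 65.5% were recovered at a log2 change of 0.5, 93% at 1 and 100% at 2, and 5.76%, 1.59% and 1.96% of the calls were false. The simulated errors were normal and independent between clones and arrays, around a loop that adds up. In the real data the 2 routes differed in 225 clones, so these shares need not hold there.

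The alternatives chosen before the data were examined were other background corrections (subtraction with the same offset, and none), other normalizations (loess over the whole array, median centring, scaling between arrays), a dye term, a filter on dim clones, array weights, the replicate number as a block, only the directly hybridised arrays, each array left out, B above 0 as threshold, and the deposited values. Chosen after seeing the data were the counts by clone plate, the fit without the Stage4/Stage1 arrays and the fits with a mean per pair of stages. The alternatives on flagged spots and on slide or scan were not run, since the scanner files used here hold neither.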

Results

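The relative abundance of mRNA was compared between 4 stages of male gonad development in the mantle of Mytilus galloprovincialis, the tissue that carries the gonad in mussels. The stages are numbered from 1, the early stage, through 2 (development) and 3 (ripe) to 4 (spawning). Per the paper, each stage was sampled in a single month: November, January, February and March, in this order. Stage and sampling month, with the season, therefore cannot be told apart in any comparison. The 16 arrays fell into 4 pairs of stages with 4 arrays each, so that each stage was measured in 8 channels, 4 with each dye. The median raw intensity of clone spots per array was 213 to 460.5 in Cy5 and 325 to 498 in Cy3. On the Stage4/Stage1 arrays the correlation of duplicate spots across clones was 0.325 to 0.708, and on the other arrays it was 0.572 to 0.939.

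Arrays of the same pair of stages were compared first, by the correlation of their log2 ratios across 1920 clones, which are not independent replicates. The median correlation between arrays was 0.781 for Stage3/Stage2, 0.744 for Stage4/Stage3 and 0.489 for Stage2/Stage1. For Stage4/Stage1 it was 0.0504, with a lowest value of -0.229 and a highest of 0.188. Over the 793 clones that were well above background in both channels on at least 8 of the 16 arrays, it was 0.0656 for Stage4/Stage1 and 0.598 to 0.885 for the other pairs.

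The relative abundance of 600 of 1920 clones (31.2%) changed at any stage by the moderated F test in limma. At the threshold that the study's methods state, 244 clones had B above 0 in at least 1 of stages 2, 3 and 4 relative to stage 1. This is lower than the study's own count for the male mantle, given below. That count is of genes, not clones, and from the study's processing, and why the counts differ was not tested. The numbers per comparison differed in size, from 0 clones for stage 4 vs stage 1 to 523 for stage 3 vs stage 2, as the plot of changed clones by comparison shows.

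**Figure D1:**
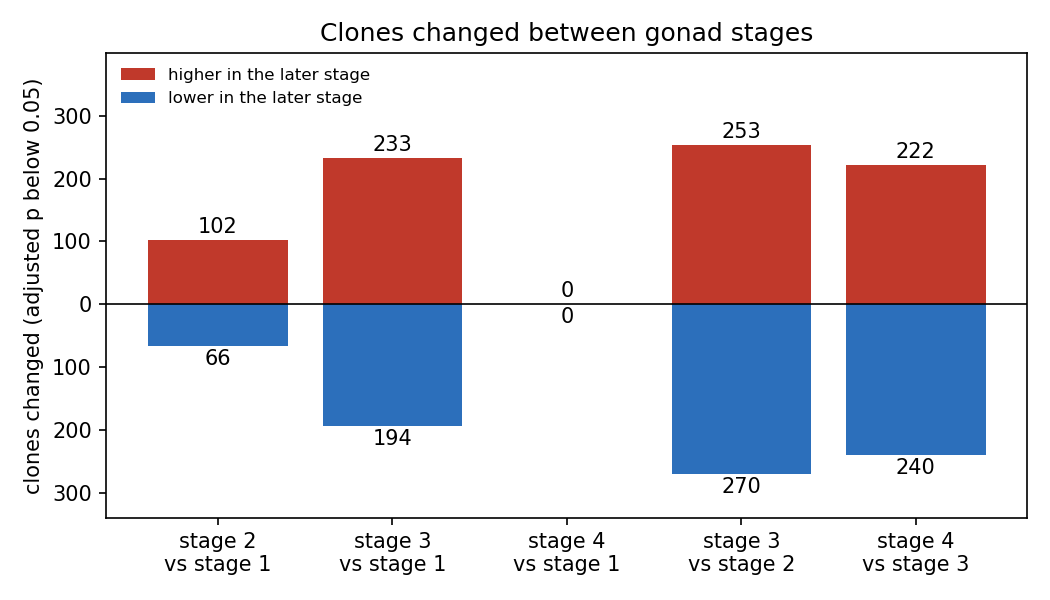
Number of clones higher (red, upwards) or lower (blue, downwards) in the later stage for each comparison on the x axis, at a limma adjusted p below 0.05 over 1920 clones. Stage 3 vs stage 2 had 253 higher and 270 lower clones, and stage 4 vs stage 1 had 0 of either.

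The comparison of stage 2 with stage 1 asked what changed at the start of gonad development. In stage 2, 102 clones were higher and 66 lower than in stage 1 (8.75% of the clones). The median log2 change was 0.56 among the clones that rose and -0.62 among those that fell, and 20 clones rose and 21 fell by more than 2-fold. Clone Myt01-013D04 had the largest rise, by 2.75 ± 0.37 (SE) on the log2 scale or 6.73-fold (limma adjusted p = 0.000225). Its direct log2 ratio was 3.47 ± 0.60 (SD, n = 4) and positive on all 4 arrays, at 3.14 to 3.21 on 3 of them and 4.37 on Stage2/Stage1 replicate 2. It also differed between the 2 routes around the loop described for stage 3 vs stage 1. Of the 168 changed clones, 148 had the same sign on all 4 Stage2/Stage1 arrays, and 15 were not well above background in 1 of the stages on any array, so that only a bound on their change was measured. The count was 94 without Stage2/Stage1 replicate 2 and 34 with the 4 direct arrays alone.

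Stage 3 was compared with stage 1 to describe the ripe gonad against the early stage. This pair was not hybridised directly, and its changes were estimated through stages 2 and 4. In stage 3, 233 clones were higher and 194 lower than in stage 1 (22.2%), with a median log2 change of 0.64 among those that rose and -0.49 among those that fell. More than 2-fold changes were found in 42 clones that rose and 17 that fell. The largest rises were those of Myt01-003D11, by 3.65 ± 0.54 (SE) or 12.6-fold, and Myt01-003B07, by 3.29 ± 0.48 (SE) or 9.77-fold (limma adjusted p = 0.000231 for both). Both clones were well above background on 8 of 8 arrays in the stage 3 channel and on 1 of 8 in the stage 1 channel, so that the size of their rise depends on the background: without background correction it was 2.67 for Myt01-003D11 and 2.295 for Myt01-003B07 on the log2 scale. For Myt01-013D04 the log2 change was -0.41 ± 0.43 (SE) and did not pass the test (limma adjusted p = 0.551). Of the 427 changed clones, 42 were not well above background on any array in 1 of the stages. With median centring in place of loess, 178 clones were called and the share of clones that rose was 75.8%, against 54.6%.

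The 2 routes to this comparison were then estimated separately. Through stage 2, 242 clones rose and 250 fell, and through stage 4, 165 rose and 143 fell. The changes by the 2 routes had a correlation of 0.217 across clones. They differed in 225 clones (11.7%) at a limma adjusted p below 0.05. Called by both routes were 86 clones that rose and 20 that fell, and 44 clones were called in opposite directions. Of the 427 clones called from the whole loop, 418 had the sign of their call by both routes and 40 differed between the routes. The loop estimate lies midway between the 2 routes, so clones whose routes disagree in sign tend towards 0 and are rarely called. The 418 are therefore no measure of agreement between the routes. Myt01-003D11 rose by 4.02 through stage 2 and by 3.28 through stage 4, and Myt01-003B07 by 3.73 and 2.85 (limma adjusted p of 0.00899 or below in each case). Myt01-013D04 rose by 1.02 through stage 2 and fell by 1.85 through stage 4, and this difference passed the test (limma adjusted p = 0.000589).

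**Figure D2:**
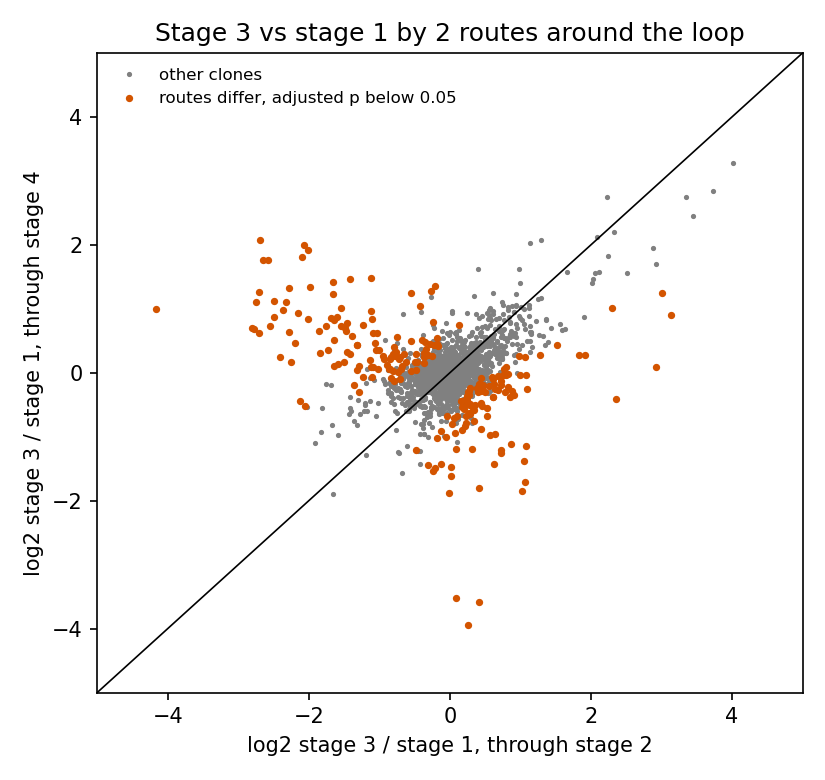
Log2 change of each clone in stage 3 vs stage 1, estimated through stage 2 (x axis) and through stage 4 (y axis), with the line of equal values. The 225 clones whose routes differed at a limma adjusted p below 0.05 are in orange, and the correlation over all 1920 clones was 0.217.

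Successive stages were compared to follow the course of gonad maturation, which cannot be told apart from the sampling month. From stage 2 to stage 3, 253 clones rose and 270 fell (27.2%), with median log2 changes of 0.50 and -0.46. Of these, 27 rose and 39 fell by more than 2-fold. Myt01-013D04 had the largest fall, with a log2 change of -3.17 ± 0.37 (SE, 8.97-fold, limma adjusted p = 3.09e-05), and its direct log2 ratio was -2.45 ± 0.82 (SD, n = 4). Myt01-003D11 rose by 2.31 ± 0.47 (SE) and Myt01-003B07 by 2.22 ± 0.42 (SE), with limma adjusted p of 0.00184 and 0.00117, and both were higher in stage 3 on 4 of 4 arrays. Without background correction these rises were 1.95 and 1.78. The same sign on all 4 Stage3/Stage2 arrays was found for 492 of the 523 changed clones, and 11 were not well above background on any array in 1 of the stages. Without Stage3/Stage2 replicate 3, 314 clones were called. Scaling between arrays gave 341 clones, and median centring gave 331, of which 35% rose, against 48.4%.

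From stage 3 to stage 4, 222 clones rose and 240 fell (24.1%), with median log2 changes of 0.45 and -0.53. More than 2-fold changes were found in 30 clones that rose and 31 that fell. Myt01-003D11 had the largest fall, with a log2 change of -3.32 ± 0.47 (SE, 9.97-fold, limma adjusted p = 0.000124), and Myt01-003B07 fell by 2.94 (SE 0.42, 7.69-fold, limma adjusted p = 0.000138). They were well above background on 6 and 4 of 8 arrays in the stage 4 channel, and without background correction their log2 changes were -2.54 and -2.095. Their direct log2 ratios were -3.13 ± 1.38 and -2.72 ± 1.35 (SD, n = 4). Myt01-013D04 rose by 1.09 ± 0.37 (SE), at a limma adjusted p of 0.0411 that was lost when any of 5 arrays was left out (each of the 4 Stage4/Stage3 arrays, and Stage3/Stage2 replicate 3). Its direct log2 ratio was larger, at 1.81 ± 0.29 (SD, n = 4), and positive on 4 of 4 arrays, and with these arrays alone the limma adjusted p was 0.000533. Of the 462 changed clones, 414 had the same sign on all 4 Stage4/Stage3 arrays, and 27 were not well above background on any array in 1 of the stages. The count was 306 without Stage4/Stage3 replicate 4 and 258 with median centring.

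**Figure D3:**
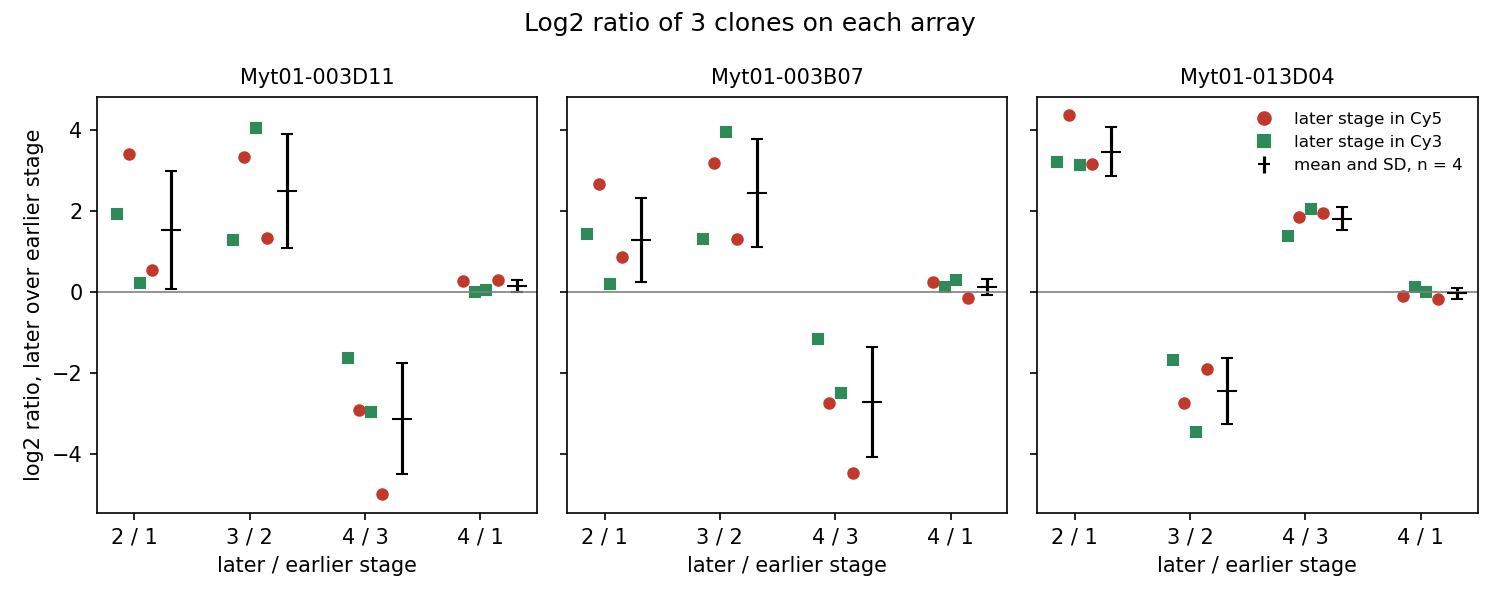
Log2 ratio of the later over the earlier stage for 3 clones on each of the 16 arrays, by pair of stages on the x axis, with the mean and SD of the 4 arrays beside them. Circles are arrays with the later stage in Cy5 and squares those with it in Cy3. All 3 clones lie near 0 on the 4 Stage4/Stage1 arrays, with means of 0.15, 0.12 and -0.04. Myt01-003D11 and Myt01-003B07 were well above background on 1 of 8 arrays in the stage 1 channel, which limits their ratios there.

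Stage 4 was compared with stage 1 to ask how the spawning gonad differed from the early one. No clone was called by limma, with 182 clones at an unadjusted p below 0.05 where 96 would be expected by chance, a smallest adjusted p of 0.445, and 0 clones with B above 0. With the replicate number as a block, 36 clones were called, 4 higher and 32 lower in stage 4. The fitted log2 changes ranged from -1.33 to 0.97. On the 4 direct arrays the log2 ratio was 0.15 ± 0.15 for Myt01-003D11, 0.12 ± 0.20 for Myt01-003B07 and -0.04 ± 0.12 for Myt01-013D04 (SD, n = 4). Myt01-013D04 was well above background on 8 of 8 arrays in both channels. Myt01-003D11 and Myt01-003B07 were so on 6 and 4 of 8 in the stage 4 channel, and on 1 of 8 in the stage 1 channel. Ratios of signals near background lie near 0, so their values may understate a difference. The SD of the mean log2 ratio over clones was 0.125 for Stage4/Stage1, against 0.363 for Stage2/Stage1, 0.502 for Stage3/Stage2 and 0.479 for Stage4/Stage3. When the Stage4/Stage1 arrays were left out and stage 4 was reached through stages 2 and 3, 303 clones were called, 140 higher and 163 lower than in stage 1. The lone array whose omission gave any call was Stage4/Stage1 replicate 2, with 1 clone.

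The clones that rose to stage 3 were followed to stage 4. Of the 233 clones higher in stage 3 than in stage 1, 204 (87.6%) fell from stage 3 to stage 4, among them Myt01-003D11 and Myt01-003B07. Of the 194 lower in stage 3, 133 (68.6%) rose to stage 4. Over the 14 other settings the counts ran from 96 to 209 and from 31 to 160, with the lowest at B above 0, and median centring gave 127 and 38. Both comparisons use the stage 3 arrays and, in the loop fit, the Stage4/Stage1 arrays, whose small ratios hold stage 4 near stage 1. Without the Stage4/Stage1 arrays the counts were 107 and 43. Independent lists of the lengths in the main fit would share 29.1 and 22.4 clones. Such numbers, here and below, take every clone as equally likely to be called, while dim clones pass any test less often. Lists can therefore share more clones than this even when the changes are unrelated. In 100 simulations of unchanged clones the counts were 0, which the threshold on adjusted p brings about whether or not arrays are shared. The log2 changes in the 2 comparisons had a correlation of -0.871 and a covariance of -0.159 across clones, against means of -0.578 and -0.0148 in the simulations. From estimates with no array in common (stage 3 vs stage 1 through stage 2, and stage 4 vs stage 3 from its own 4 arrays), the correlation was -0.176 and the covariance -0.0531. By clone plate, a split made after the data were seen, this correlation was -0.696 over the 288 clones of plates 001 to 003, which hold 87 of the 204 clones, and 0.0103 over the other 1632. In these estimates 123 clones rose and then fell and 46 fell and then rose, against 35 and 32.8 for independent lists. Of the 123, 66 were on the other plates, against 19 for independent lists there, although the correlation there was 0.0103. These excesses alone cannot show that rise and fall go together, since clones differ in how readily they are called. In the successive comparisons from stage 2 to 3 and from 3 to 4, the fit to the whole loop had 183 clones that rose and then fell, 85 that fell and then rose, 3 that rose in both and 1 that fell in both. With each comparison from its own 4 arrays, these counts were 132, 59, 25 and 69, against 40.3, 41.7, 36.5 and 46 for independent lists, so the near absence of clones moving the same way in both was found only in the fit that shares arrays. Of the clones that rose from stage 1 to stage 2, 68 fell to stage 3 and 9 rose further in the loop, and 47 and 20 from each comparison's own arrays, against 16.4 and 14.3 for independent lists.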

Values the study reported

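The study reported 354 differentially expressed genes in the male mantle in at least one stage, and 369 in the female mantle. Its array represented 1748 independent mussel sequences. A gene was taken as changed when its log odds value (B) was above 0. The largest departure from the early stage was reported for stage III, where in males transcripts of vitelline coat lysin M7 and acrosomal major protein M3, among others, were reported as higher. For vitelline coat lysin M7 the study also reported a Q-PCR assay in the male mantle with the same trend.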

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

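The test of the 2 routes itself, and the tests of it under other processings, by dye and with turned labels, were chosen only after the result was seen. Stage 3 vs stage 1 through stage 2 differed from the same comparison through stage 4 in 225 clones by the test of the difference itself, 107 higher and 118 lower through stage 2. The lowest count over 5 other processings and the deposited values was 128, with median centring, which argues against the processing as the whole cause, and a dye effect would turn the sign of the difference with the dye. Estimated from the arrays with the later stage in Cy5 and from those with it in Cy3, the difference had a correlation of 0.672 across clones (0.608 to 0.685 without any 1 array), which argues against a dye effect. Of the 516 clones well above background in both channels on all 4 Stage4/Stage1 arrays, 21.9% differed between routes. Dim spots on those arrays cannot account for these clones. Among the other clones the share was 7.98%. That it was lower says nothing about dim spots, since ratios of dim clones are drawn towards 0 and pass any test less often. Turning the labels of 1 or 2 whole pairs gave at least 274 clones that differed, which argues against turned labels. The animals of a stage may have differed between pairs of stages by more than between the 4 arrays of a pair. RNA of other samples may have been on some arrays. Both stay open. The Stage4/Stage1 arrays also had small ratios (SD of the mean log2 ratio over clones 0.125) and duplicate-spot correlations of 0.325 to 0.708. Whether these arrays understate the changes was not tested, and small true ratios would lower that correlation as well. No biological explanation was tested.

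A sample far from the others of its group was looked for in 32 sets of 4 arrays, where chance gives about 1 in 20. The log2 ratio of Myt01-013D04 was 4.37 on Stage2/Stage1 replicate 2, against 3.14 to 3.21 on the other 3 arrays. The mean correlation with the other arrays of its pair was 0.683 for Stage4/Stage3 replicate 1, against 0.775 to 0.781.

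Each count was compared with 100 labelings of the channels, the real one included, in which the stages were exchanged on arrays drawn at random. Only the real labeling, 1 of 100, reached the count for stage 3 vs stage 1 (427 clones, highest other 335). The same held for stage 3 vs stage 2 (523, highest other 433) and any stage (600, highest other 567). The count was reached by 2 of 100 for stage 2 vs stage 1 (168, highest other 180) and stage 4 vs stage 3 (462, highest other 488). The clones that differed between routes also had 2 of 100 (225, highest other 274). Exchanging stages on single arrays breaks the agreement of the 4 arrays of a pair, so these labelings test only that agreement. An effect of animals or RNA shared by the arrays of a pair would pass as well, so it is not excluded. For the routes, most labelings give a count of 0 or near it, which does not show whether the loop closes. For the rise to stage 3 and fall to stage 4 (204, highest other 131, 1 of 100) and the fall and rise (133, highest other 190, 2 of 100), most labelings give a count of 0, so that the comparison shows that clones changed and not that the 2 changes go together. In the 4 cases with 2 of 100 the other labeling was the same one. It kept the arrays of each pair together and amounts to turning the Stage4/Stage1 pair against the other 3 pairs. For stage 4 vs stage 1, where 0 clones were called, 100 of 100 labelings gave as many (highest other 0) by construction, which says nothing about chance. Labeling the arrays by dye instead of by stage gave 0 clones in every comparison. As the dyes were balanced within each pair, stage changes widen the spread in this labeling. The 0 clones therefore do not exclude a dye effect.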

How the results depend on the processing

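The fits without the Stage4/Stage1 arrays and with a mean per pair of stages were chosen only after the results were seen, and the causes of these changes were not tested. B above 0 was the stricter threshold, with 80 clones for stage 2 vs stage 1, 172 for stage 3 vs stage 1, 198 for stage 3 vs stage 2, 181 for stage 4 vs stage 3, 244 for any stage, 96 that rose to stage 3 and fell to stage 4, and 31 that fell and rose. Median centring gave 178 clones for stage 3 vs stage 1, 331 for stage 3 vs stage 2, 258 for stage 4 vs stage 3, 127 that rose and fell, and 38 that fell and rose. Scaling between arrays gave 341 clones for stage 3 vs stage 2 and 76 that fell and rose. With the 4 direct arrays alone, which leave fewer samples, 34 clones were called for stage 2 vs stage 1. Without all Stage4/Stage1 arrays there were 303 clones for stage 4 vs stage 1, 107 that rose and fell, and 43 that fell and rose. Pair means through stage 2 gave 123 that rose and fell and 46 that fell and rose. Apart from the block on replicate number and single arrays left out, given next, every other count stayed within 1.5 times its main value under the settings run. A similar count did not mean the same clones. For stage 3 vs stage 1, 269 of the 457 clones called without the Stage4/Stage1 arrays were among the 427 of the main fit. Pair means shared 283 of 492 through stage 2 and 182 of 308 through stage 4, and the deposited values 344 of 420. Leaving out each array gave 94 to 175 clones for stage 2 vs stage 1, 348 to 462 for stage 3 vs stage 1, 0 to 1 for stage 4 vs stage 1, 314 to 537 for stage 3 vs stage 2, 306 to 468 for stage 4 vs stage 3, 482 to 631 for any stage, 160 to 197 that rose and fell, and 92 to 147 that fell and rose. The called changes of the 3 named clones had the same sign under all settings that gave a value, and each but 1 passed the test in all of them. The call for Myt01-013D04 in stage 4 vs stage 3 was lost in 4 of 15 settings (no background correction, median centring, scaling, B above 0) and without 5 of the 16 arrays.

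With the replicate number as a block, 36 clones were called for stage 4 vs stage 1 (4 higher and 32 lower), and the other counts stayed within 1.5 times. Of 16 pairs of same-numbered arrays that share a stage, 3 had deviations with a correlation over 0.1 (median -0.0646, lowest -0.259, highest 0.324). By this measure, 2 of 16 arrays were closest to their own number. These values cannot settle whether the numbers pair the samples, since the deviations also followed the dyes. For example, Stage4/Stage1 replicate 4 had correlations of 0.212 and 0.126 with Stage4/Stage3 replicates 2 and 4, labelled in its dye orientation. With replicates 1 and 3, labelled the other way, it had -0.105 and -0.235. The moderated F count could not be had from the block or from the direct arrays, and the direct arrays give no stage 3 vs stage 1. Alternatives on flagged spots, on slide or scan and on gene lists were not run. Signal over background limits the reach of all counts, since 793 of 1920 clones were well above background in both channels on at least 8 of the 16 arrays.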

Other observations

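The plates, the counts by plate and the test for an artefact in one dye were chosen only after the data were seen, as were the counts of arrays in the test of brightness. The identifiers number 20 plates of 96 clones. Of the 288 clones of plates 001 to 003, which include Myt01-003D11 and Myt01-003B07, 102 rose and 8 fell from stage 2 to stage 3, and 14 rose and 98 fell from stage 3 to stage 4. Relative to stage 1, 94 were higher and 5 lower in stage 3, and 87 rose to stage 3 and fell to stage 4. Among the 1632 clones of the other plates, 151 rose and 262 fell from stage 2 to stage 3, and 208 rose and 142 fell from stage 3 to stage 4. Plates 012 and 015 had 3 and 4 clones that rose to stage 3 from stage 2, and 26 and 22 that fell. In plate 020 no clone was called in any of the 5 comparisons, and 0 of its 96 clones were well above background in both channels on at least 8 of the 16 arrays. Over 100 tests of a plate in a comparison (camera), 14 passed with a preset correlation of 0.01 between clones and 0 with an estimated correlation, where plates 001, 002 and 003 had adjusted p = 0.464, 0.391 and 0.194 for stage 3 vs stage 2.

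3 technical explanations for the plates were examined. A print artefact in one dye would turn the sign of a plate with the dye. All 24 medians of plates 001 to 003 on the Stage3/Stage2 and Stage4/Stage3 arrays had the sign of the rise or fall, 12 with the later stage in Cy5 and 12 with it in Cy3. With loess over the whole array or median centring in place of print-tip loess, 23 of 24 had it. The plates were picked on these arrays, and balanced dyes cancel such an artefact from the estimates. The signs therefore show only that the rise and fall were found in both dye orientations. The plates' clones were above the others in stage 3 vs stage 2 in all 4 classes of spot brightness, with differences of medians of 0.0827 to 0.423. The medians were higher on 3 of 4 Stage3/Stage2 arrays in the dimmest class and on 4 of 4 in the others. The plates were picked for this rise, so these differences bear on brightness and not on whether the plates rise. A candidate explanation is that these plates hold clones of a cDNA library rich in transcripts of the ripe gonad, a hypothesis that was not tested here and that the source library of each clone, not given in the sources used here, would decide.

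Between the Stage3/Stage2 and Stage4/Stage3 means, the correlation across clones was -0.685 in plates 001 to 003 and 0.131 in the other plates, and 6.6% and 12.6% of the clones differed between the routes to stage 3 vs stage 1. The difference between these values was not tested.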
